A study of Mus musculus with 2 samples. Its data were reported in "Probing cell identity hierarchies by fate titration and collision during direct reprogramming" (2022).

How the data were processed

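Nuclei of the pooled, induced fibroblast cultures were profiled with the 10x Genomics Multiome assay, which reads RNA and transposase-accessible DNA from the same nucleus, and the 2 layers form the 2 samples of the series. Per the file headers, the authors processed both with Cell Ranger ARC 2.0.0 against GRCm38 with Ensembl release 97 gene models, to which sequences for the transgenes and fluorophores had been added. The pipeline handles the transposase offset of the ends of fragments and calls peaks once over all nuclei. The deposited material used here comprised the lists of nuclei barcodes and of features, a list of peak positions with no height or score, and the authors' annotation of each peak to genes with a distance in bp. Read or UMI counts per nucleus were not analysed here, so nuclei were not assigned to a factor, no doublet caller was run and barcodes shared by 2 nuclei were not removed, no depth per nucleus is given and no comparison between Ascl1, its mutant and MyoD1 was made.

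The feature table as given pairs gene identifiers with symbols and has no coordinates. Start sites were therefore taken from GENCODE vM21 (GRCm38, equal to Ensembl release 96), matched by Ensembl identifier for 22580 of the 22605 gene features. The span of a gene runs from its first to its last annotated start site. Peak ends were checked against the lengths of the GRCm38.p6 chromosomes, and no peaks overlapped each other. A peak annotated to several genes received 1 class, promoter before distal before intergenic. Positions are printed from 1, as a genome browser shows them.

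Before the data were examined, 14 gene lists with 299 entries and the rules below were fixed. A gene had a promoter peak when a peak overlapped its span, extended by 1 kb on each side, by at least 1 bp. Peaks near a gene had their midpoint within 50 kb of the span. The background was 18944 gene features on chromosomes 1 to 19 and X, without predicted models, olfactory and vomeronasal receptors, small RNA names and clone names. For each list, 10000 random lists of the same size were drawn from the background, matched on the number of genes within 100 kb in 20 quantile bins. A list stood apart when its value lay outside the central 95% of its random lists. As there was 1 library, no p-value was computed. E-boxes were counted on both strands of the GRCm38 sequence in peaks and in windows of equal width 5 kb to either side that overlapped no peak, 245298 peaks and 370860 windows, with the SE from leaving out each of 20 chromosomes in turn. Shares carry 95% exact (Clopper-Pearson) intervals, which cover counting error only.

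Named genes followed a fixed rule: Myod1, Myog, Des, Mef2c, Ascl1, Dll1, Hes6, Col1a1 and Twist2 always, in each list the 3 members with the most nearby peaks and the first 3 by symbol without a promoter peak, the 10 background genes with the most nearby peaks and the 3 widest peaks. Myt1 is named because its promoter call changed. The rule's members not named in the text are held in the tables of list members.

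Alternatives to each choice were fixed beforehand: windows of 0.5, 2, 10 and 100 kb, the authors' own annotation, leaving out the narrowest 25% of the peaks (184184 kept), a stricter overlap, covered bases, other backgrounds, random lists unmatched or matched on CpG content, the central 200 bp of peaks, and flanks at 20 kb or weighted to GC content in bins of 2%. Start sites taken one by one, and the most upstream start site alone, were added after seeing the data. The span between start sites was itself chosen after the lengths of such spans were known and before any list result. Differences between lists, gene families, the comparison of X with autosomes, rankings of 6-base sequences, bases beside CAGCTG and the profile around midpoints were also added after the files had been opened. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9 were used. The functions were tested on simulated data. Of 200 random lists of 34 genes, 4% stood apart for nearby peaks, and 90% did when 5 peaks were added to each gene. A planted CAGCTG fold of 3.58 was recovered as 3.57 ± 0.17.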

Results

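The experiment converted mouse embryonic fibroblasts with doxycycline-inducible transgenes for Ascl1, a neuronal basic helix-loop-helix (bHLH) pioneer factor, MyoD1, the skeletal muscle bHLH factor, and a mutant of Ascl1 with an altered DNA-binding region. By the paper, the pool held cells with a single factor, cells with MyoD1 plus Ascl1 or its mutant, and control-vector fibroblasts. Its sorting methods add untransfected fibroblasts to the pools of its single-cell experiments. The pooled cells were induced for 72 h and profiled as single nuclei for gene expression and open chromatin together. The series holds 2 samples, 1 for each of these layers, with no replicate of either. Both layers listed the same 7871 nuclei barcodes and the same 22605 gene features, of which 2 were the Ascl1 and Myod1 transgenes. A mouse Ensembl identifier was lacking for 6 gene features, and how many of them were fluorophore features was not counted. The fluorophores added to the reference were AcGFP1, DsRed and EBFP2. The chromatin layer is described by 245357 peaks called once over all nuclei. The peak set is therefore cumulative over cells with and without a factor, and no value below compares one factor with another. The number of reads per nucleus was not analysed here.

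The first question was where chromatin was open in this mixed population. Most accessible sites lay away from promoters. By the authors' peak annotation, 17140 peaks or 6.99% (95% exact binomial interval 6.89 to 7.09) were promoter peaks, 199106 or 81.1% (81.0 to 81.3) were distal and 29111 or 11.9% (11.7 to 12.0) were intergenic. In that annotation the distal class includes peaks inside genes, such as the one in the Ascl1 coding exon. Its intergenic class is narrower than lying outside genes, which is what intergenic means for single sites below. By GENCODE gene models, 49.2% of peak midpoints lay in introns and 42.1% outside genes. The annotated 5′ UTRs held 2.91% of midpoints against 0.297% of the genome, a ratio of 9.82. The same ratio was 1.29 for coding exons and 0.993 for 3′ UTRs. Peaks had a median width of 872 bp and covered 7.84% of chromosomes 1 to 19 and X. These intervals cover counting error only. The promoter share was 35.5% when every peak within 1 kb of the span between a gene's first and last start site was counted. That count replaced the authors' rule as a whole, and the part played by long spans (median 3.75 kb, upper quartile 23.9 kb) was not tested.

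Peaks lay at the endogenous loci of both reprogramming factors. At Myod1 (ENSMUSG00000009471, GRCm38 chromosome 7, positions 46376474 to 46379099, 3 exons), a peak at 46375923 to 46376840 covered the start site, with its midpoint 92 bp upstream. A second peak at 46378790 to 46379673 covered the end of the gene. At Ascl1 (ENSMUSG00000020052, chromosome 10, positions 87490819 to 87493660, minus strand), a peak at 87492429 to 87493317 lay in the coding exon and held 95.2% of the 693 coding bases. Whether this peak reflects the endogenous gene or reads of the transgene was not settled. A promoter peak of Ascl1 at 87494420 to 87495288 lay upstream of the gene. Within 50 kb of the start site there were 17 peaks at Myod1 and 10 at Ascl1, against a median of 16 (quartiles 10 and 21) over 18944 background genes. The 5 sequences added to the reference for the transgenes and fluorophores held 0 peaks.

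**Figure D1:**
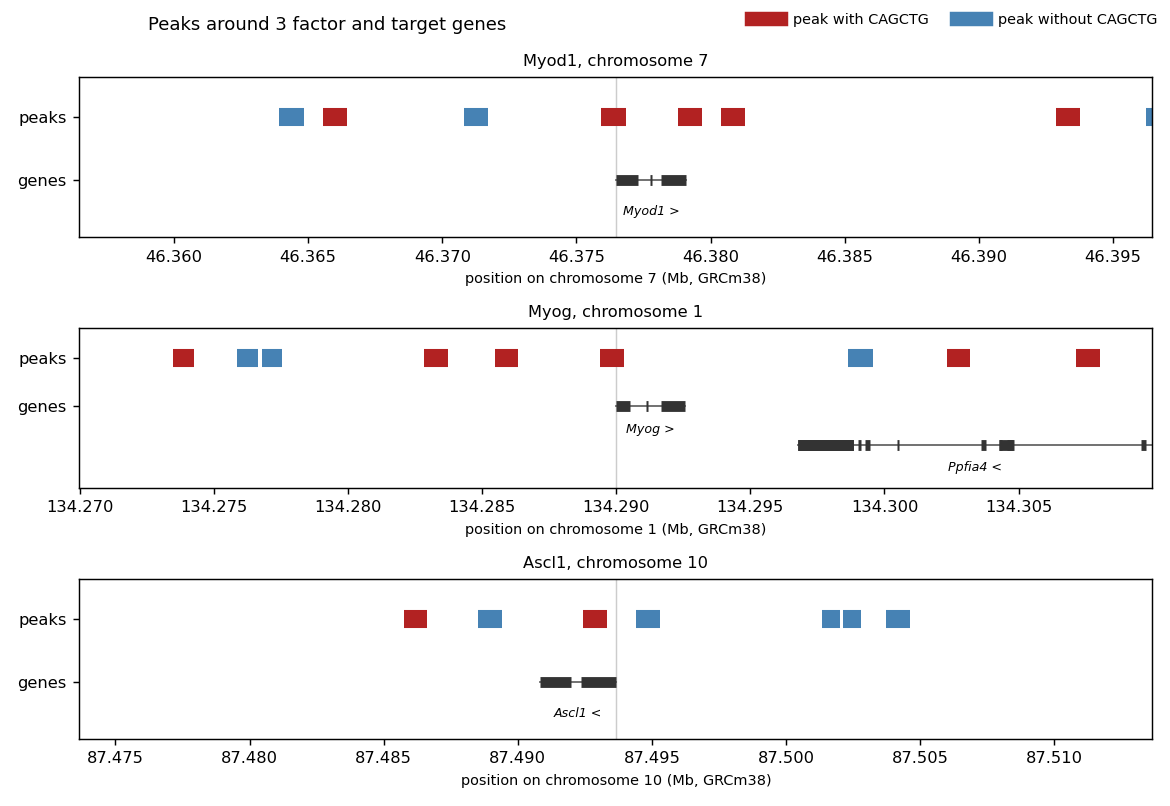
Peaks (upper blocks, red with and blue without CAGCTG) and gene models (lower lines, exons as blocks) within 20 kb of the start sites of Myod1, Myog and Ascl1, against position in Mb on GRCm38. Of the 8, 9 and 7 peaks in these windows, 5, 6 and 2 held CAGCTG.

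As a list, skeletal muscle genes had more open sites nearby than matched random lists. Of 34 myogenic genes, 33 had a promoter peak, defined as a peak overlapping the span of annotated start sites extended by 1 kb (97.1%, 95% exact binomial interval 84.7 to 99.9). The same list had a median of 21.5 peaks within 50 kb, against 15.5 in random lists matched on gene density. Myog, the myogenin gene that drives myoblast fusion (ENSMUSG00000026459, chromosome 1, positions 134289989 to 134292548), had 21 peaks within 50 kb and a promoter peak at 134289396 to 134290272. Des (ENSMUSG00000026208, chromosome 1, positions 75360329 to 75368579), which encodes the muscle intermediate filament desmin, had 25 peaks, among them promoter peaks at 75359053 to 75359775 and 75359902 to 75360697. Mef2c (ENSMUSG00000005583, chromosome 13, positions 83504034 to 83667080), a MADS-box partner of the myogenic factors, had 40 peaks within 50 kb of its long span of start sites, 20 of them around the most upstream one. For peaks within 50 kb, Myod1, Myog, Des and Mef2c lay at percentiles 56.7, 74.6, 85.9 and 96.6 of background genes, so members differed widely. Myom1, Mef2c and Tnni1 had the most peaks of the list, with 46, 40 and 38. Myf5, an early myogenic determination factor, was the member without a promoter peak, although 13 peaks lay within 50 kb.

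The myogenic list stood at percentile 99.985 of 10000 random lists for peaks within 50 kb and at percentile 99.0 for promoter peaks. These percentiles describe this library and carry no p-value, since genes are not replicates. The count of nearby peaks stood apart under each alternative tried. The promoter share fell within the random range with a window of 0.5 kb (percentile 92.6), with an overlap of at least 50% (92.0) and without the narrowest 25% of the peaks (75.9).

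Promoters of neuronal genes were also open, but their surroundings were not denser in peaks than chance lists. All 32 neuronal genes had a promoter peak (100%, interval 89.1 to 100), at percentile 99.5 of the random lists. With each start site taken on its own the count was 31, since the peaks of Myt1, a neuronal zinc finger gene, lay between its start sites. Dll1, a Notch ligand and Ascl1 target (ENSMUSG00000014773, chromosome 17, positions 15367354 to 15376872), had 18 peaks within 50 kb and 3 within 1 kb of its most upstream start site. Hes6 (ENSMUSG00000067071, chromosome 1, positions 91411483 to 91414038), a bHLH gene induced by Ascl1, had 21 peaks and promoter peaks at 91412826 to 91413613 and 91413971 to 91414767. Ebf1 and Nrxn1 had 72 peaks each and Map2 had 47, over start-site spans of 295, 1005 and 258 kb. The list median was 18.5 peaks within 50 kb against 16.5 in random lists (percentile 84.7).

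The difference between the myogenic and the neuronal medians, 3 peaks, lay at percentile 93.4 of differences between random lists, so the lists were not told apart by this measure. The neuronal promoter share dropped within the random range under 5 of 10 alternatives, the lowest at percentile 90.7 with the authors' promoter annotation.

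Fibroblast genes lay in open chromatin. All 34 genes of the study's fibroblast score had a promoter peak (interval 89.7 to 100, percentile 99.6), and their median of 22.5 peaks within 50 kb lay at percentile 99.945, against 16 in random lists. That list was taken from the study, where it served as a fibroblast score. Col1a1, which encodes a chain of type I collagen (ENSMUSG00000001506, chromosome 11, positions 94936224 to 94953042), had 23 peaks, with 3 within 1 kb of its most upstream start site. Twist2, a mesenchymal bHLH gene (ENSMUSG00000007805, chromosome 1, positions 91801461 to 91848028), had 24, with a promoter peak at 91800967 to 91801881. Sh3kbp1, Itgb5 and Col4a1 had the most peaks, with 53, 46 and 45. Without the narrowest 25% of the peaks the promoter share was at percentile 94.2, whereas the count of nearby peaks stood apart under each alternative.

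Hepatocyte, pluripotency and blood genes had fewer promoter peaks than matched random lists. Only 9 of 24 hepatocyte genes had a promoter peak (37.5%, interval 18.8 to 59.4), fewer than in any of the 10000 random lists (percentile 0). The albumin gene Alb, the plasma protein gene Ahsg and the apolipoprotein gene Apoa2 were among the 15 without one, although 20 and 21 peaks lay within 50 kb of Ahsg and Apoa2. Of 20 pluripotency genes 13 had a promoter peak (65.0%, percentile 0.77), and Dppa4, Dppa5a and Gdf3 were among those without. Of 24 blood and immune genes 13 had one (54.2%, percentile 0.21), with Cd3e, Cd3g and Cd79a among those without. The hepatocyte list also had few peaks nearby, with a median of 11 within 50 kb (percentile 1.14). The hepatocyte promoter share stayed low under all 10 alternatives, but its count of nearby peaks fell within the random range under 6 of 9, up to percentile 18.8 with the authors' annotation. The blood and immune promoter share did so with CpG matching (10.0), a 2 kb window (7.64) and all genes as background (4.96), and the pluripotency share under 3 alternatives, among them all genes as background (10.0).

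Lists of neighbouring mesenchymal fates and other tissues lay within the random range for both measures with the choices fixed first. Promoter peaks were found at 13 of 13 smooth muscle genes (percentile 96.1), 13 of 16 cartilage and bone genes (31.5), 10 of 12 adipocyte genes (61.1), 14 of 16 endothelial genes (50.2), 15 of 20 epithelial genes (16.8) and 9 of 14 genes of glia and neural crest (3.09). The median number of peaks within 50 kb was 20, 19.5, 18.5, 18, 15.5 and 14 for these lists, at percentiles 95.6, 91.8, 87.2, 76.3, 45.2 and 21.1. The medians of their random lists were 15, 16, 15.5, 16, 16 and 16. Smaller lists have wider random ranges, 10 to 21 for smooth muscle against 12.5 to 18.5 for the myogenic list. Lying within the range therefore does not exclude an excess like the myogenic one, and these lists were not compared with the myogenic list. Some alternatives set lists apart: smooth muscle was high for nearby peaks at 100 kb (99.8) and with all genes as background (97.7), and for promoters under 3 alternatives (98.4 to 98.9). Adipocyte genes were high for nearby peaks around the most upstream start site (98.4). Promoter shares were low for glia and neural crest under 3 alternatives (0.16 to 1.01), for epithelial genes without the narrowest 25% of the peaks (0.415) and for endothelial genes with the authors' annotation (0.045). Mylk, Myocd and Cspg4 led the smooth muscle list with 56, 40 and 34 peaks, and Sox5, Sox6 and Runx2 led the cartilage and bone list with 81, 60 and 30. Mitf, the melanocyte regulator, had 42 peaks, whereas Olig2, an oligodendrocyte factor, had 3 and no promoter peak. The epidermal keratin gene Krt14, the desmosomal gene Dsg3 and the envelope gene Ivl had none at their promoters. All 20 cell cycle genes and all 20 housekeeping genes had a promoter peak (percentiles 98.9 and 99.6). These fell to 65.8 and 83.7 with random lists matched on CpG content, and to 92.4 and 76.4 without the narrowest 25% of the peaks. Their medians of 14.5 and 17 peaks within 50 kb lay at percentiles 30.4 and 79.0, and those of the pluripotency and blood lists, 12 and 15, at 3.46 and 36.1.

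**Figure D2:**
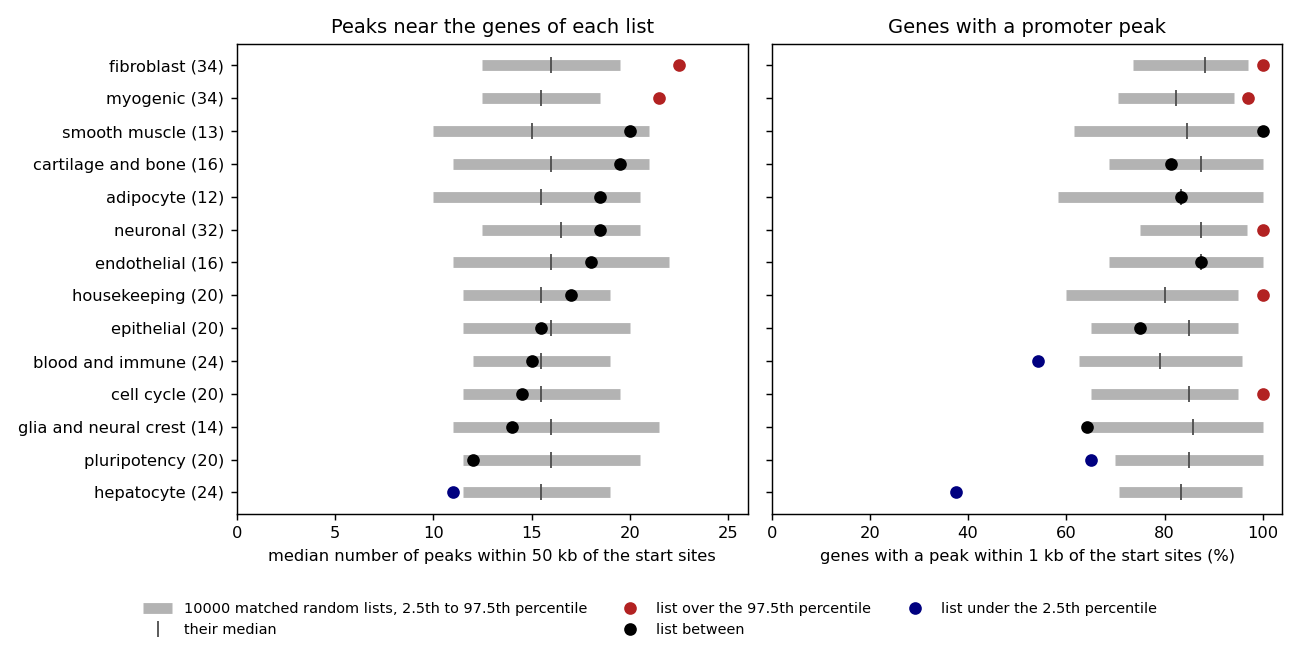
Median number of peaks within 50 kb (left) and percentage of genes with a promoter peak (right) for 14 gene lists (number of genes in brackets), with the central 95% of 10000 matched random lists in grey. The fibroblast and myogenic lists, at 22.5 and 21.5 peaks, lie right of the grey range on the left, and the hepatocyte list, at 37.5%, lies farthest left on the right.

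Ascl1 and MyoD1 bind E-boxes, the sequence CANNTG, so the E-box content of the peaks was compared with windows of the same width 5 kb away that held no peak. One E-box stood out. CAGCTG, the form bound by both factors, occurred 0.830 times per kb in peaks and 0.408 times per kb in flanks, a fold of 2.03 ± 0.02 (chromosome jackknife SE, 20 chromosomes). It was present in 48.5% of peaks and 27.8% of flank windows. In the central 200 bp of the peaks the fold was 3.79 ± 0.05. The related CAGGTG was not denser in peaks (0.943 ± 0.004), and CAGATG was slightly denser (1.15 ± 0.004). The remaining 7 E-boxes ranged from 0.778 for CATATG to 1.17 for CACGTG. Among reference motifs, the AP-1 site TGASTCA had a fold of 2.59 ± 0.03, the TEAD site GGAATG 1.35 ± 0.005, the CTCF core 13.4 ± 0.6 and the SOX site AACAAT 0.843 ± 0.005. After the flanks were weighted to the GC content of the peaks, CAGCTG stood at 1.71 ± 0.02 and AP-1 at 2.62 ± 0.03.

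**Figure D3:**
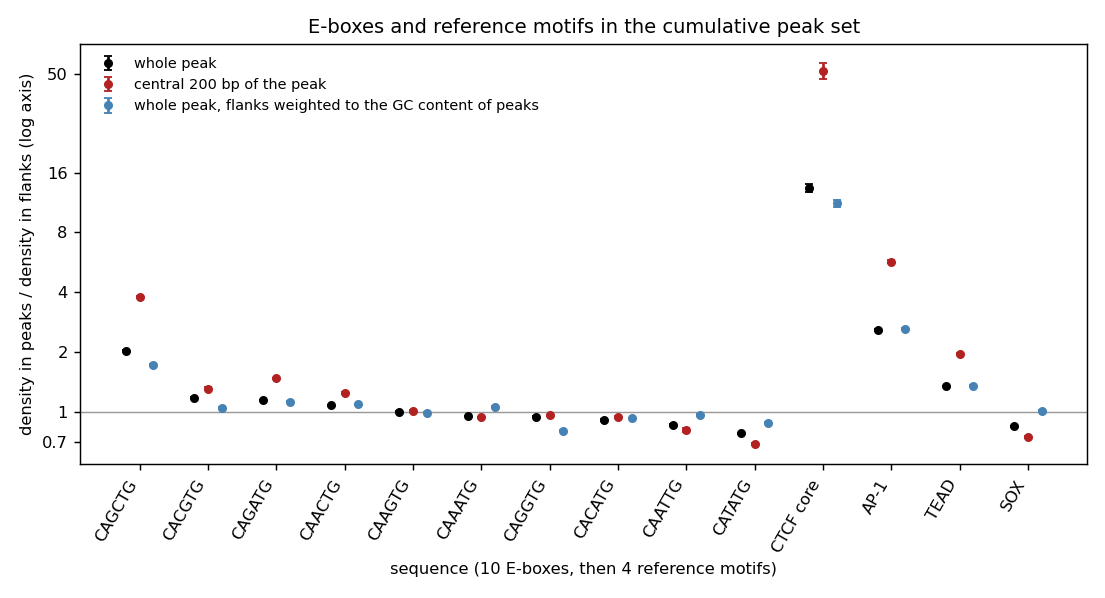
Density in peaks divided by density in flanking windows (log axis) for the 10 E-boxes and 4 reference motifs, with chromosome jackknife SE. Black points use whole peaks, red points the central 200 bp and blue points flanks weighted to the GC content of peaks, where CAGCTG stands at 2.03, 3.79 and 1.71.

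CAGCTG was concentrated at the middle of the peaks. Its density was 1.77 sites per kb in the 20 bp left of the midpoint and 0.519 sites per kb 280 to 300 bp away. CAGGTG stayed between 0.645 and 0.746 sites per kb over the same distances.

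**Figure D4:**
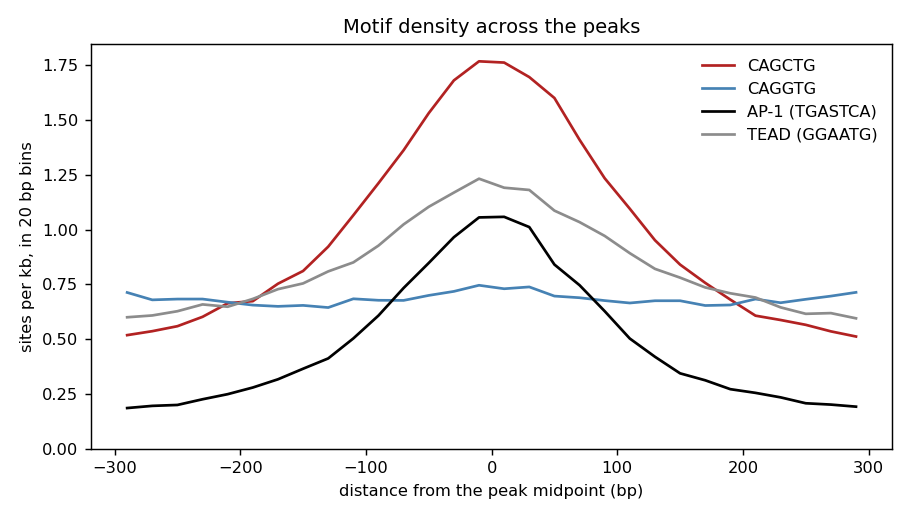
Sites per kb in 20 bp bins against the distance from the peak midpoint, over 245298 peaks on chromosomes 1 to 19 and X. CAGCTG rises to 1.77 per kb at the midpoint, whereas CAGGTG stays near 0.7.

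Start-site peaks of most named genes held such sites, whether or not the gene is a target of the factors. Of all peaks, 48.5% held CAGCTG, and some named genes had several start-site peaks. The sites listed here are therefore positions and no trait of these genes. In the Des promoter a CAGCTG lay 70 bp upstream of the start site (chromosome 1, 75360256 to 75360261, intergenic) within AGGGATCCTGCAGCTGTCAGGGGAGG, plus strand, 41 bp from the peak midpoint. In the Myod1 promoter one lay 183 bp upstream (chromosome 7, 46376288 to 46376293) within CCTAGCTAGGCAGCTGCCCCAGCACA, and in the Myog promoter one lay 358 bp upstream (chromosome 1, 134289628 to 134289633). Mef2c had one in its 5′ UTR, 234 bp downstream of the start site. Hes6 had one 169 bp upstream of its start site (chromosome 1, 91414204 to 91414209) and Dll1 one 190 bp upstream. Twist2 also had one, 392 bp upstream. The peak in the Ascl1 coding exon held 2 sites, whereas the promoter peak of Ascl1 and the peaks at the Col1a1 promoter held none.

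The share of nearby peaks that held CAGCTG lay within the random range for all 14 lists, although hepatocyte genes were low when CAGCTG and CAGGTG were counted together (percentile 1.39). Of the non-promoter peaks within 50 kb, 316 of 593 near myogenic genes held it (53.3%, interval 49.2 to 57.4, percentile 70.9). The shares were 50.2% near neuronal genes (percentile 54.7) and 48.95% near fibroblast genes (30.7). Across the 14 lists the percentiles ran from 10.6 for hepatocyte genes to 89.0 for cell cycle genes. Between these lay the lists for adipocyte (33.1), blood and immune (56.4), cartilage and bone (25.7), endothelial (59.8), epithelial (53.2), glia and neural crest (39.4), housekeeping (29.6), pluripotency (53.1) and smooth muscle (79.1).

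Olfactory receptor genes, a family chosen beforehand as one that fibroblasts keep silent, were counted with the same promoter measure. Their expression was not analysed here. Many lay in stretches with few peaks, so their share is no noise level for the gene lists. Of 1135 such genes, 83 had a promoter peak (7.31%, interval 5.87 to 8.98), against 83.0% of the 18944 background genes. No peak lay within 50 kb of 605 olfactory receptor genes. At the other extreme, the genes with the most peaks within 50 kb were Fgfr2 (437), Dlg2 (223), Pde4d (191), Auts2 (187), Prkg1 (187), Macrod2 (165), Nav2 (153), Ptprd (151), Rbfox1 (138) and Rbms3 (137). All 10 have start sites spread over long spans, such as 2955 kb for Fgfr2. Around the most upstream start site alone they had between 3 peaks for Macrod2 and 25 for Prkg1. The 3 widest peaks lay outside genes, on chromosome 15 (78634310 to 78635830, 1521 bp, nearest gene Cyth4), chromosome 3 (114014205 to 114015530, 1326 bp, nearest Col11a1) and chromosome 12 (25244530 to 25245850, 1321 bp, nearest Id2).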

Values the study reported

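For the combined RNA and chromatin experiment, the study aimed to retrieve 10,000 nuclei. It reported an average of 7,290 MyoD1 binding sites by CUT&RUN, an antibody-directed mapping of factor binding, and stated that almost all CUT&RUN peaks were covered by the cumulative accessible peaks.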

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

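Signal outside chromosomes 1 to 19 and X was not used in the comparisons. Unplaced scaffolds held 44 peaks, 29 of them on JH584304.1, 7 each on GL456216.1 and GL456233.1 and 1 on JH584295.1. Chromosome Y held 15 peaks. They are given because peaks were called there, above the limit of 3 for a count of 0, which is no test of signal against noise.

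More peaks lay near skeletal muscle genes than near matched random genes. All 3 tests were chosen after the percentile of the list was known, the ones on neighbours and on CAGCTG before their own values were seen and the one on start-site spans only after the result was seen. Neighbouring list members that share peaks do not account for it, since the percentile was 99.905 with 1 gene kept per cluster of members closer than 200 kb (30 of 34 genes), and long spans of start sites do not either, since the percentile was 100 around the most upstream start site alone. Peaks holding CAGCTG did not carry the whole excess: peaks without it were at percentile 99.425 (median 10 against 7.5) and peaks with it at percentile 99.995 (11.5 against 7.5). Whether these sites were already open in uninduced fibroblasts or were opened by MyoD1 was not settled here, as no peak set of single factors was analysed. The paper split these nuclei by condition and reported condition-specific chromatin states. It stated that Ascl1 and its mutant lowered MyoD1's capability to bind and open chromatin, several key myogenic genes included.

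CAGCTG was denser in peaks than in flanking windows. Both tests were written down before the result was seen. GC content accounts for part but not all of it, because the fold stayed at 1.71 ± 0.02 with GC-weighted flanks. Promoter peaks alone do not account for it, because the fold over non-promoter peaks was 2.09 ± 0.02. A biological candidate is binding by the induced bHLH factors, which may add to binding by bHLH proteins native to fibroblasts. Without a peak set of uninduced cells, and with no expression analysed, these sources were not tested.

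Open chromatin over the endogenous factor genes could in principle come from reads of the cDNA transgenes aligned to the endogenous exons. The test on both genes was written down beforehand, and the test on the edges of the Ascl1 peak was chosen only after the result was seen, with limits set when its value was already known, so it decides nothing. The predicted high coding coverage at both genes was not met. Coding bases of Myod1 were covered at 17.6%, percentile 66.0 of background genes of similar coding length. The reference also held sequences for both transgenes, where reads of shared coding bases could align too. Low coverage therefore cannot exclude transgene reads at Myod1. For Ascl1 the question stays open. Its coding coverage lay at percentile 99.4, but its 693 coding bases lie in 1 exon, where a single peak can cover most of them. The genes compared were matched on coding length only, so this percentile decides nothing. The peak ran 229 bp past the 5′ end of the coding sequence, a distance that the smoothing of peak calls leaves undecided.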

How the results depend on the processing

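The class shares moved with the way peaks were classed: promoter, distal and intergenic shares were 6.69%, 82.6% and 10.7% when peak-gene pairs were counted and 7.31%, 80.5% and 12.2% without the narrowest 25% of the peaks, and promoter and distal shares were 35.5% and 52.6% with classes from the start-site spans. The myogenic promoter share fell within the random range with a 0.5 kb window (percentile 92.6), an overlap of at least 50% (92.0) and without the narrowest 25% (75.9). The neuronal share did so with a 0.5 kb window (97.2), the authors' annotation (90.7), the stricter overlap (97.1), CpG matching (97.4) and each start site on its own (97.465, chosen after seeing the data), and the fibroblast share without the narrowest 25% (94.2). Nearby peaks stood apart in all 9 alternatives for the myogenic (99.2 to 100) and fibroblast (98.6 to 100) lists. The neuronal count (44.1 to 95.4) and the E-box shares of the 3 lists (6 alternatives each) stayed inside the random range but crossed its middle. The endothelial promoter share turned low with the authors' annotation (0.045). Over all lists, 19 of 140 promoter and 6 of 126 nearby-peak alternatives lost a call (the 6 all for hepatocyte genes), and 7 and 3 gained one, besides the endothelial one. Of 84 E-box alternatives 1 gained a call, for hepatocyte genes with CAGGTG counted too (1.39). The CAGCTG fold was 3.79 in the central 200 bp, 2.09 over non-promoter peaks and 1.71 with GC-weighted flanks. CAAATG (1.06) and SOX (1.01) crossed 1 with GC-weighted flanks. The olfactory receptor share was 5.29% by the authors' annotation. The cause was not tested. With 1 library, counting error sets the intervals, and no replicate spread is known.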

Other observations

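The families described here were chosen after the list results were seen. Homeobox genes of the Hox clusters, which carry positional identity along the body axis, were open throughout: 39 of 39 had a promoter peak, also with each start site taken on its own. The median number of peaks within 50 kb was 22 for Hoxa, 27.5 for Hoxb, 27 for Hoxc and 28 for Hoxd genes, against 16 for background genes. Genes of a cluster neighbour each other and count shared peaks, so each median describes 1 locus, and the background was not matched on gene density. By the authors' promoter annotation the count was 33 of 39, and without the narrowest 25% of the peaks it was 30 of 39. Collagen genes had a promoter peak in 44 of 44 cases, with a median of 26.5 peaks within 50 kb, and by the authors' annotation in 36 of 44. Keratin genes had one in 18 of 53 cases (33.96%, interval 21.5 to 48.3) and clustered protocadherin genes in 34 of 57. Among receptor families of the nose and the immune system, 12 of 209 vomeronasal type 1, 5 of 121 vomeronasal type 2 and 13 of 348 immunoglobulin variable genes had one, whereas 31 of 170 T cell receptor variable genes did (18.2%, interval 12.7 to 24.9).

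Chromosome X was sparse in peaks. It held 36.4 peaks per Mb against 97.1 per Mb on the autosomes, where single chromosomes ranged from 82.3 on chromosome 14 to 119 on chromosome 11. Promoter-class peaks were 3.23 per Mb against 6.73, and all other peaks 33.2 against 90.3. Of 771 background genes on X, 68.2% had a promoter peak (interval 64.8 to 71.5) against 83.7% (83.1 to 84.2) of 18173 autosomal genes, and the median number of peaks within 50 kb was 8 against 16. Genes were also sparser on X, with 4.51 per Mb against 7.38. Read depth on X was not analysed and the sex of the embryos is not stated, so the cause was not tested.

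When all 2080 strand-merged sequences of 6 bases were ranked by their GC-weighted density in peaks over flanks, CAGCTG came 18th with a fold of 1.71, and the 17 above it contained CG. Among the 1476 sequences without CG it ranked 1, ahead of GACTCA (1.52) and GAGTCA (1.48), which belong to the AP-1 site. The fold of CAGCTG in peaks over flanks differed with the bases beside it. GCAGCTGC had a GC-weighted fold of 2.503 ± 0.098 and ACAGCTGC 2.38 ± 0.07, whereas CCAGCTGA stood at 1.22 ± 0.02 and TCAGCTGA at 1.35 ± 0.03.

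The barcode list held 7871 nuclei. No peak was called on any of the 5 added transgene and fluorophore sequences, although both transgenes appear among the gene features.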
